# Genetic screens reveal mechanisms for the transcriptional regulation of tissue-specific genes in normal cells and tumors

**DOI:** 10.1093/nar/gkz080

**Published:** 2019-02-07

**Authors:** Ikrame Naciri, Marthe Laisné, Laure Ferry, Morgane Bourmaud, Nikhil Gupta, Selene Di Carlo, Anda Huna, Nadine Martin, Lucie Peduto, David Bernard, Olivier Kirsh, Pierre-Antoine Defossez

## Abstract

The proper tissue-specific regulation of gene expression is essential for development and homeostasis in metazoans. However, the illegitimate expression of normally tissue-restricted genes—like testis- or placenta-specific genes—is frequently observed in tumors; this promotes transformation, but also allows immunotherapy. Two important questions are: how is the expression of these genes controlled in healthy cells? And how is this altered in cancer? To address these questions, we used an unbiased approach to test the ability of 350 distinct genetic or epigenetic perturbations to induce the illegitimate expression of over 40 tissue-restricted genes in primary human cells. We find that almost all of these genes are remarkably resistant to reactivation by a single alteration in signaling pathways or chromatin regulation. However, a few genes differ and are more readily activated; one is the placenta-expressed gene ADAM12, which promotes invasion. Using cellular systems, an animal model, and bioinformatics, we find that a non-canonical but druggable TGF-β/KAT2A/TAK1 axis controls ADAM12 induction in normal and cancer cells. More broadly, our data show that illegitimate gene expression in cancer is an heterogeneous phenomenon, with a few genes activatable by simple events, and most genes likely requiring a combination of events to become reactivated.

## INTRODUCTION

The human body contains ∼200 cell types, each characterized by a specific gene expression pattern. This pattern itself is determined by transcription factors, acting on a chromatin template rendered more or less permissive to their action by chromatin-modifying factors, such as DNA methyltransferases and demethylases, histone modifying enzymes, and nucleosome remodelers (1,2). These gene expression events are also influenced by cellular signaling pathways, which transmit the intracellular and extracellular signals that the cell is subjected to during development and during its normal life (3,4). A well-known example of extracellular signal is the cytokine Transforming Growth Factor β (TGF-β), which plays complex roles during development, immunity and cancer (5). Transcriptional regulation by chromatin-templated processes and cellular signaling have each been studied extensively individually, yet the interplay between these two processes has been harder to decipher. A few examples of kinase signaling cascades influencing chromatin status have been reported (6,7), but these findings have not been generalized.

Cancer cells show abnormalities in signaling and in chromatin regulation, leading to illegitimate gene expression, i.e. the expression of a gene in a tissue type where it is normally silenced (8). This illegitimate expression can contribute to tumorigenesis (9), however the inappropriate expression of tissue-specific genes in tumors gives a sensitive and robust diagnostic tool (10). In addition, the mis-expressed genes may produce immunogenic proteins, and render the tumor cells amenable to immunotherapy (11,12). Many of the tissue-restricted genes that are illegitimately re-expressed in tumor cells are normally only expressed in the testis; these genes are called Cancer/Testis (C/T) genes (13). However, other tissue-restricted genes, and in particular placental genes, may also be reactivated in tumors (10).

The goal of the present work was to identify chromatin regulators and signaling kinases which could be involved in illegitimate gene expression, to determine the interconnection between these molecular actors, and to test the physiological relevance of these findings.

Using high-throughput unbiased approaches, we report that most tissue-restricted genes examined are remarkably resistant to reactivation by a single hit in signaling pathways or chromatin regulators, suggesting that their reactivation in cancer results from a combination of events occurring during transformation.

An exception to this rule is the developmental gene ADAM12, highly expressed in the placenta, which encodes a metalloprotease re-expressed in cancers of diverse origins, such as breast, lung, liver, and colon malignancies (14–18). The oncogenic role of ADAM12 is especially clear in the case of Triple-Negative Breast Cancer (19).

We find that ADAM12 can be robustly induced in normal lung cells by stimulating MAP3K7/TAK, a kinase in the non-canonical TGF-β signaling pathway (20). This provides a mechanism for the known responsiveness of ADAM12 to TGF-β in cancer cells (21–25). ADAM12 can also be induced by depleting the histone deacetylase SIRT6 or the histone acetyltransferase GCN5/KAT2A. This repressive role of KAT2A is unusual, and we explain it by showing that KAT2A acts upstream of TAK1 and interacts with TAK1. Finally, our bioinformatic analyses argue that these mechanisms are physiologically relevant in the context of human cancer.

These data show that TAK1 inhibition by existing, well-tolerated drugs, could be an avenue to prevent illegitimate ADAM12 induction and decrease transformed phenotypes in several cancer types. More broadly, they describe unexpected connections between signaling pathways and chromatin regulators, and they reveal rules underpinning tissue-specific gene regulation in normal cells and tumors.

## MATERIALS AND METHODS

### Reagents and antibodies

The following antibodies were employed in this study: mouse ADAM12 (Proteintech 14139-1-AP); human ADAM12 (Sigma HPA030867); human TAK1 (SCBT sc-1839); human KAT2A (SCBT sc-20698); human SIRT6 (Abcam ab62739); human SMAD3 (ab28379), human phospho-SMAD3 (Abcam ab52903), human tubulin (Abcam ab7291), human TAB1 (CST 3226); human Histone H3 (CST 2650). TGF-β was from Proteintech and the TAK1 inhibitor (5Z)-7-oxozeaenol from Sigma.

### Cell culture

MRC5, IMR90, SW39, SUM159PT, MDA-MB-231 and HEK293T were cultured in DMEM medium supplemented with 10% FBS and 1% penicillin/Streptomycin. BT549 cells were cultured in RPMI 1640 medium supplemented with 10% FBS and 1% penicillin/streptomycin. All the cell lines were cultured in a humidified atmosphere at 37°C under 5% CO_2_. The identity of all the cell lines was verified using the Eurofins cell line authentication service. We are grateful to Annabelle Decottignies and Woodring Wright for the gift of SW39 cells.

### Virus production

The production of retroviruses and infection by the library was done as described in our previous publication (26). The plasmids expressing myristoylated kinases were a gift from William Hahn and Jean Zhao (Addgene kit # 1000000012; list of the kinases in Supplementary Table S1). All the plasmids were grown and prepared individually; twenty randomly selected vectors were sequenced and all contained the expected insert. IMR90 were seeded into six-well plates, infected, and total RNA was recovered 4 days after infection.

### siRNA screening

For the siRNA screen seventy thousand IMR90 cells were seeded per well in six-well plates, reverse transfected with siRNAs using Dharmafect 1 (Dharmacon, Horizon Discovery), and total RNA was extracted 5 days after transfection. The protocol is described in detail elsewhere (27). For the screen we used ON-TARGETplus siRNA SMARTpools (Dharmacon, GE Healthcare), as well as control non-targeting pools (list of genes targeted in Supplementary Table S4). Additional siRNAs against TAK1, SIRT6 and KAT2A were purchased from Dharmacon and Sigma (sequences in Supplementary Table S6).

### Selection of the genes of interest

We included 42 genes in the expression analysis (in addition to normalizers and other controls). These 42 genes were chosen according to several criteria. We first selected 20 tissue-specific genes inappropriately re-expressed in cancer from the data of Rousseaux and colleagues (10). We chose ten genes for which re-expression correlates with loss of DNA methylation as judged by 450K array data (MAGEB6, BRDT, DPEP3, RNF17, DDX4, SPATA22, TPTE, TUBA3C, DAZL, C10orf82), and 10 genes for which there is no such correlation (ADAM2, ADAM12, ADCY10, ASZ1, C9orf11, ALAS1, DDX53, ATAD2, RFX4, HORMAD1). We selected five 5-aza-cytidine inducible cancer/testis genes (MAGEA3, MAGEA4, MAGEA12, NY-ESO-1/CTAG1B and TKTL1) from a different publication (28). The rest of the genes were chosen from literature searches.

### Nanostring analysis

The analysis was done by the Genomics Platform of Institut Curie (Paris, France). RNAs were analyzed with the BioAnalyzer using a Nano LabChip to assess their integrity (Bioanalyzer 2100 RNA 6000 Nano Kit From Agilent Technologies) and with a Nanodrop (Thermo) to assess their purity and concentration. RNA abundance was then measured with Nanostring technology (Nanostring Flex nCounter analysis system). All RNA processed to analysis displayed a RIN >7.6 and a 260 nm/280 mm Ratio >1.8. Raw counts were first normalized with internal controls (Nanostring POS controls) and with the expression of three housekeeping genes (PGK1, TBP and TUBB2A). 

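The deposited table of the whole series held one value per probe and lane, which the authors had normalized. Set against the per-lane counts, the table was a constant multiple of the counts in all lanes but 8, with a relative spread of the multiple within a lane of at most 8.79e-15. In the scaled lanes the geometric mean of PGK1, TBP and TUBB2A was brought to 2661. In these 8 lanes, namely the 6 lanes of mixed human RNA and the HK1 and PIP5K2A wells, the table held the counts unchanged. The table was therefore used as an alternative to the normalization computed from the counts, and values of these 8 lanes in it are not on the scale of the others.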

Nanostring probes are listed in Supplementary Table S2. The probes were tested against ‘Human Reference Total RNA’ (Agilent #750500), a mixture of mRNA from 10 human cancer cell lines (breast adenocarcinoma, cervix adenocarcinoma, hepatoblastoma, glioblastoma, melanoma, liposarcoma, histiocytic lymphoma, T lymphoblastic leukemia, plasmacytoma, and testicular embryonal carcinoma).

### Statistical analysis of Nanostring data

For each probe, we plotted the distribution of log2 normalized counts for all samples (controls and experiments). 

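Over the wells without HK1, the SD of the log2 normalized counts of a tissue-restricted gene ranged from 0.22 to 0.86, with a median of 0.56. The mean log2 value ranged from 2.09 to 8.95. The distributions were skewed to higher values for 19 genes and to lower values for 23.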

In the figures, we indicate two thresholds: mean + 2.5 standard-deviations, and mean + 3.5 standard-deviation. For normal distributions, these values correspond to a *P*-value of 1% and 0.05% after a two-tailed *t*-test, respectively. 

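In a Shapiro-Wilk test of the log2 normalized counts of each tissue-restricted gene with Benjamini-Hochberg adjustment over the 42 genes, all 42 distributions departed from normal at an adjusted p of 0.05 when the HK1 well was included. Without this well, 6 did. They were ADAM12 (adjusted p = 1.87e-13, skewness of 3.45), ADCY10, TSPYL6, ATAD2, DAZL and TUBA3C, and the 5 genes other than ADAM12 were skewed to lower values. On the authors' deposited table, where the HK1 well is not scaled, 23 of the 42 departed from normal.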

A Shapiro test showed that not all distributions were normal, so we did not indicate *P*-values in the figures.

### Quantitative real-time PCR

RNA extraction was doing using Tri reagent according to the manufacturer's recommendations. RNA was DNase treated, reverse transcribed using Superscript III (Invitrogen) and Oligo dT primers. qPCR was performed using Power SYBR Green (Applied Biosystems) on a ViiA 7 Real-Time PCR System (LifeTech), as described previously (29). TBP and PGK1 genes were used for normalization of expression values. The sequence of qRT-PCR is given in Supplementary Table S5.

### Immunobloting

Cells were harvested and lysed in RIPA buffer with protease and phosphatase inhibitors, sonicated (series of 30 s ON, 30 s OFF during for 5–10 min; Bioruptor, Diagenode). Protein extract was reduced with NuPage sample reducing agent and LDS sample buffer (LifeTech) as previously described (30). Fifty micrograms of protein was loaded for each sample.

### Concanavalin enrichment (ADAM12 western blots)

Cells were harvested and lysed in RIPA buffer with protease and phosphatase inhibitors, sonicated (series of 30 s ON, 30 s OFF during for 5–10 min; Bioruptor, Diagenode). Protein extract from 200 and 400 μg of protein was incubated overnight with concanavalin A beads. The beads were the washed five times with RIPA buffer and LDS sample buffer and sample reducing agent was had added to the beads. The beads were boiled during for 5 min at 95°C and resolved by SDS–polyacrylamide gel electrophoresis. Proteins separated by electrophoresis were and electroblotted onto a nitrocellulose membrane using standard protocols (31).

### Treatment of mice with (5Z)-7-oxozeaenol

M12CIG mice (32) were injected intraperitoneally with TAK1 inhibitor (5 mg/kg) one day prior to cardiotoxin injury and every day subsequent to injury. Cardiotoxin injury was performed as follows: anesthetized mice were injected with 50 μl of 10 μM cardiotoxin (Latoxan) in tibialis anterior muscles. Three days after injury the mice were sacrificed and the muscles were dissected, with half of each muscle used for protein extraction and the other half fixed with paraformaldehyde for immunofluorescence. The sections were stained with anti-GFP antibodies (Thermo Fisher #A11122, 1:1000) and counterstained with Alexa Fluor 488 anti-rabbit antibody (Invitrogen).

### Co-Immunoprecipitation

Total protein extract was prepared by mixing cells with lysis buffer as previously described (33,34). The extract was incubated overnight in a cold room with agitation in the presence of 2 μg TAK1 antibody pre-incubated with magnetics beads coupled to protein G (Invitrogen) for 2 h. The beads were then washed seven times with 1 ml of wash buffer. The adsorbed proteins were dissociated by boiling beads for 10 min in 24 μl of Laemmli buffer and resolved by SDS-polyacrylamide gel electrophoresis. Proteins were separated by electrophoresis and electroblotted onto a nitrocellulose filter as previously described (35).

### Wound healing assay

SUM159PT cells were plated in 12-well dishes and grown to confluence. During this time, cells were treated with TAK1 inhibitor or vehicle (DMSO). Then a scratch was performed in the middle of the well using a P10 plastic tip and image acquisition was performed every two hours using the Incucyte system.

### TCGA analysis

TCGA gene count datasets for lung, colon and breast normal and cancer samples were downloaded from *Recount2* (36). ADAM12 expression normalized with *DESeq2* (37) was used to stratify tumors. We selected subgroups of tumors belonging to the first decile and the last decile of ADAM12 expression, and we compared the expression of TAK1, KAT2A and SIRT6 in these groups relative to the respective healthy tissue.

### TAK1 signature characterization, TAK1 activation score, and correlation analysis

The TAK1 signature gene set was defined using public microarray data (GSE65069), re-analyzed with the *LIMMA* package (38). Using this data set, we first identified 516 genes that respond to TGF-β with a Fold-Change >1.5 and a *P*-value <0.05. Then we identified the 190 genes that lost induction by TGF-β in the presence of the TAK1 inhibitor (5Z)-7-oxozeaenol. This list is called the ‘TAK1 signature’ and is presented in Supplementary Table S7.

For correlations, we compute a ‘TAK1-activation score’, as the sum of the fold changes of the 190 genes in the TAK1 signature, in a particular tumor relative to normal tissue.

Lastly, we computed the Pearson correlation between this TAK-activation score and *ADAM12* or *KAT2A* expression. To test the significance of this correlation, we performed 1000 drawings of 190 random genes, and calculated the Pearson correlation between each random signature and the expression of ADAM12 or KAT2A. The distribution of correlation values was plotted, and the *P*-value of the correlation for the TAK1 signature was estimated using the Gumbel approximation.

## RESULTS

### Most tissue-restricted genes are not illegitimately induced by a single hit in signaling pathways

We set out to determine whether alteration in signaling pathways, or alteration of chromatin factors, could reverse the silencing of tissue-restricted genes in otherwise normal cells. For this we developed two genetic screens, using as a model the non-transformed human lung cells IMR90 (Figure 1A).

**Figure 1.**
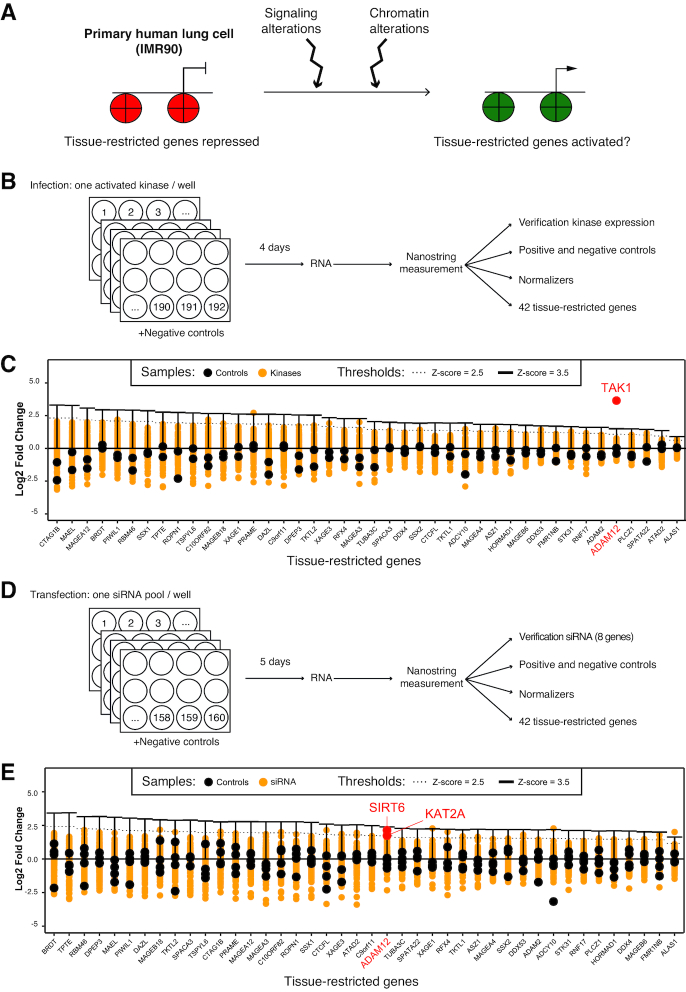
Two screens to investigate the mechanisms controlling tissue-restricted gene reactivation converge on ADAM12. (**A**) Principle of the approach. Primary human cells were challenged by alterations in signaling pathways or chromatin regulators, and we determined whether these changes were sufficient to cause inappropriate expression of tissue-restricted genes. Red is used to represent repressive chromatin, and green permissive chromatin. (**B**) Design of the signaling screen: the primary cells were infected with 192 different genetically activated kinases, and gene expression assayed by Nanostring. (**C**) Results of the signaling screen: log_2_ fold change of expression for each of the 42 tissue-restricted genes following infection by the 192 activated kinases. Each infection is represented by a yellow dot. The negative controls are indicated as black dots. The only kinase/gene pair showing a *Z*-score >3.5 is the gene ADAM12 being highly activated by the kinase MAP3K7/TAK1 (red dot). (**D**) Design of the chromatin screen: the primary cells were transfected with 160 different siRNA pools, each targeting a specific chromatin regulator, then gene expression was assayed by Nanostring. (**E**) Results of the chromatin screen: log_2_ fold change of expression for each of the 42 tissue-restricted genes following transfection of the 160 siRNA pools. Each transfected sample is shown as a yellow dot, controls are shown as black dots. Only a few siRNA/gene pairs have a *Z*-score >2.5. These include the induction of ADAM12 by depletion of SIRT6 and KAT2A.

We first sought to identify signaling pathways that, when activated, could turn on tissue-restricted gene expression (Figure 1B). For this, we used a collection of 192 kinases (list in Supplementary Table S1), genetically activated by the addition of a myristoylation signal, and encoded by retroviral vectors (39). IMR90 cells were grown in wells, and each well was infected with an individual kinase; in addition some wells were infected with the matching empty retroviral vector (control). After infection we extracted total RNA and used Nanostring probes to measure: the expression of the activated kinases (using the common sequence encoding the myristoylation-Flag tag); the abundance of spike-in positive and negative controls; the expression of four housekeeping genes for normalization; and the expression of a diverse set of 42 tissue-restricted genes (list of probes in Supplementary Table S2). These genes are expressed weakly or not at all in IMR90, and were chosen to reflect the distribution of illegitimately expressed genes in cancer, with a majority of testis-specific genes, some placenta-specific genes, and a few other cases (list and characteristic of genes in Supplementary Table S3, criteria for selection of the genes explained in the material and methods sections). 

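In the Nanostring assay, color-barcoded probes are hybridized to RNA and counted one by one without amplification, so that each value is a number of barcodes counted for a probe in a lane. Each lane analysed here held counts for 75 probes: 42 for the tissue-restricted genes, 15 other endogenous rows that include the tag, 4 for housekeeping genes, 6 positive controls and 8 negative controls. The lanes comprised 1 lane per kinase (2 lanes for PIK3CG and PTK2), 3 lanes of 2 IMR90 controls, 2 lanes of SW39 cells and 6 lanes of the mixed human RNA. Kinases other than PIK3CG and PTK2 were thus measured in 1 lane. The second lanes of 1 IMR90 control, PIK3CG and PTK2 carry the sample numbers 1, 3 and 4, which the lanes of the other IMR90 control, PLK1 and AKT1 also carry. Over the 17 endogenous and housekeeping probes with a median above 100 counts, these 3 second lanes were nearer to the lane with the same number than to any other lane of IMR90 cells (root mean square log2 differences of 0.19, 0.16 and 0.13, against 0.54, 0.48 and 0.58 for the lane with the same name), a comparison made after the values had been seen. Without the rows named ZBTB33 and ZBTB38, described below, 1 second lane was nearest to the lane with the same number. All 3 were still nearer to that lane than to the lane with the same name. Over all 61 probes, 2 were nearest to the lane with the same number, and 2 were nearer to it than to the lane with the same name. The 2 lanes of a name may therefore not hold the same sample and were not taken as a measure of error. The total count per lane ranged from 29629 to 340763 in kinase lanes, with a median of 159744. The totals were 132257, 142255 and 152599 in the control lanes and 123789 and 142790 in SW39, and ranged from 108768 to 233536 in the mixed RNA, with a median of 162729. The per-lane files held counts without normalization, as whole numbers. From these, each lane was scaled by the geometric mean of its positive controls and then by the geometric mean of PGK1, TBP and TUBB2A, the normalized count was transformed as log2(count + 1), and lanes with the same name were averaged. No background was subtracted. For each gene, the Z-score of a well was its distance from the mean over all wells of IMR90 cells, kinase and control, divided by the SD over these wells.
The lane of HK1 (hexokinase 1) held 92 counts over all endogenous rows and a geometric mean of 1.26 for the 3 housekeeping genes, against a median of 2619 over kinase lanes. Its positive controls were counted, with a geometric mean of 1055. Normalization multiplied its counts by 2136, so that its normalized values had no meaning as expression levels. The planned Z-scores covered all wells. They are given together with Z-scores over the wells without HK1, a choice made after the values had been seen.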

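In the 3 lanes of the IMR90 controls, the mean + 2 SD of the 8 negative-control probes lay between 17.1 and 25.9 counts, and counts below this level could not be told from background. The counts of 3 genes were above it in every control lane, those of 37 genes were above it in no control lane, and those of RNF17 and SPATA22 were above it in 1 lane only. The 3 genes above background were ALAS1, with a mean of 498 counts over the 3 lanes, ATAD2, with 190.7 counts, and ADAM12, with 37.3 counts. The median over the 42 genes was 6.83 counts. For comparison, the geometric mean over the same lanes was 432 counts for TBP, 4133 for TUBB2A, 10077 for PGK1 and 37552 for B2M. Raising the level to the mean + 3 SD, or to the highest negative-control probe, again left 3 genes above it. By the median over all IMR90 lanes, kinase lanes included, PLCZ1 was above the median level as well (26 counts, against 20.6).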

The 42 genes under study were also chosen to represent potentially different mechanisms of epigenetic silencing. For instance, 23 of the genes contain a CpG island, and of those 18 are partially or fully methylated in IMR90 (Supplementary Table S3). The 19 genes that do not contain a CpG island are likely repressed by a DNA methylation-independent mechanism.

We included in the sample series, as positive controls, RNA from transformed IMR90 derivatives (SW39 cells), and a mixed RNA sample prepared from 10 different human cancer cell lines (Breast adenocarcinoma; cervix adenocarcinoma; hepatoblastoma; glioblastoma; melanoma; liposarcoma; histiocytic lymphoma; T lymphoblastic leukemia; plasmacytoma; and testicular embryonal carcinoma). We observed that 38 of the 42 tissue-restricted gene probes showed 2-fold or more increased signal relative to control in SW39 or in mixed human cancer mRNA, showing their potential to detect an increased signal (Supplementary Figure S1A).

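The ratio of geometric means of the normalized counts (+ 1) was computed for each of the 42 probes against the 2 IMR90 controls. In SW39 (n = 2), 4 probes were at 2-fold or more, and in the mixed human RNA, 33 probes were. The 4 probes that passed in SW39 also passed in the mixed RNA, so 33 probes passed in either. In SW39, the largest ratios were 14.8 for ATAD2, 2.81 for ADAM12, 2.71 for DAZL, 2.06 for ROPN1 and 1.94 for ADCY10. ROPN1 was at 1.99 and 6.18 normalized counts in the controls, so its passing rests on the lower control. In the edgeR comparison given below, its log2 fold change was 0.67. It was 0.26 without that control and 2.08 without the other. In the mixed RNA, the largest ratios were 345 for PRAME, 251 for MAGEA3, 53.5 for MAGEA12, 33.8 for TPTE and 20.7 for CTCFL. The counts of these probes were within background in every control lane, so these ratios and their order are not exact. MAGEA3 and MAGEA12 belong to one gene family, and cross-hybridization between such probes was not examined. The 6 lanes of the mixed RNA are repeats of 1 RNA, so their spread is technical and no p-value was computed for them. The 9 probes under 2-fold in both were ADAM2, ALAS1, DDX4, FMR1NB, PLCZ1, RNF17, SPACA3, SPATA22 and TKTL1. Of these, 4 had a count above the lane's negative-control level in at least 1 lane of SW39 or mixed RNA and 5 had none. The ratios of weakly counted genes rest on few counts. When counts below the negative-control level were set to that level before normalization, 10 probes passed, the lowest number among the alternatives.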

We also measured the expression of the myristoylated kinases (using the common sequence encoding the myristoylation-Flag tag); all were detected, whereas non-infected cells IMR90 or SW39) showed no expression of the tag (Supplementary Figure S1B).

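The row that the files name MyrFlag was counted in all groups. Its normalized count had a median of 649 over the kinase wells without HK1, with a range of 438 to 889. It was 679 and 683 in the 2 IMR90 controls, 2579 and 2901 in SW39, and between 1221 and 1566 in the mixed human RNA. In this row, 0 kinase wells were above every control, SW39 and mixed RNA library. The kinase wells did not differ from the IMR90 controls in this row (log2 difference of -0.07 without HK1, two-sided exact permutation test over 17020 choices of the controls, p = 0.608). With all 4 housekeeping genes as normalizers, 1 kinase well was above every such library.
The row that the files name ZBTB33 was counted in a different way, and was examined after the values had been seen. Its normalized count had a median of 23049 over the kinase wells without HK1, with a range of 150 to 114791. It was 8.94 and 16.0 in the IMR90 controls, 6.36 and 7.00 in SW39, and between 9.73 and 32.4 in the mixed RNA. All kinase wells were above every control, SW39 and mixed RNA library in this row, although the value of HK1 rests on its scaling. The log2 difference between kinase wells and controls was 10.35 without HK1 (two-sided exact permutation test, p = 5.88e-05, the smallest p that 17020 choices allow). On raw counts, the ZBTB33 row was above the mean + 2 SD of the lane's negative controls in every kinase lane except HK1, in 0 of 3 control lanes, in 0 of 2 SW39 lanes and in 1 of 6 mixed RNA lanes. The values are given under the names in the files. A displacement of these names is a candidate explanation, taken up with the flagged results at the end.

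**Figure D1:**
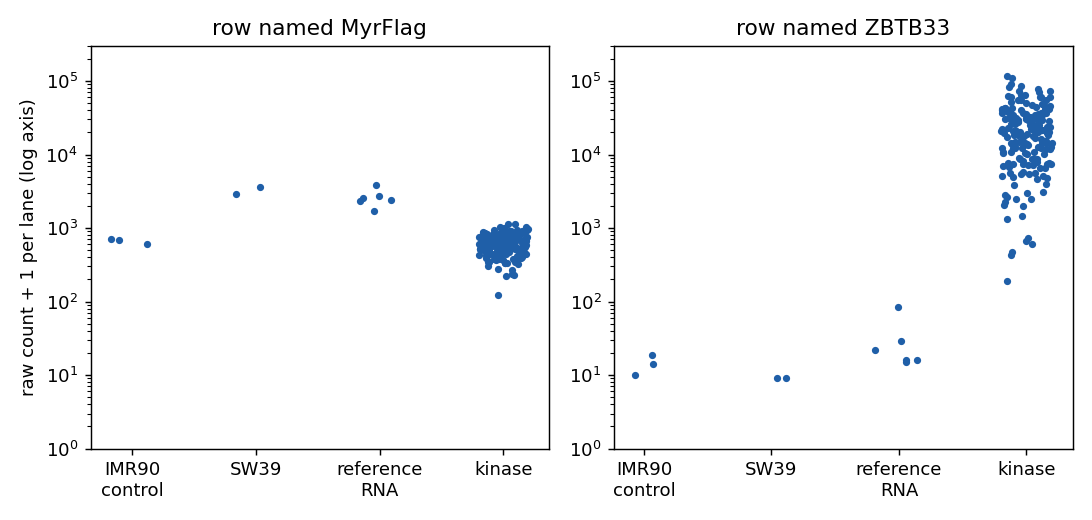
Raw count + 1 per lane, on a log axis, of the rows named MyrFlag (left) and ZBTB33 (right), for IMR90 controls, SW39, mixed human reference RNA and kinase lanes. Each point is 1 lane, spread sideways for legibility, and the HK1 lane is left out. The MyrFlag row lies between 610 and 702 counts in control lanes, and the ZBTB33 row lies between 9 and 18 counts there.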

Having thus validated the expression of the kinases, and the ability of the Nanostring probes to detect an induction in gene expression, we next analyzed the expression of the 42 tissue-restricted genes in the ∼200 samples (control and infected cells). The normalized data are presented in Figure 1C. They show, strikingly, that very few of the ∼8400 probe/kinase pairs tested show a *Z*-score >2.5 (this corresponds to *P* = 1% assuming the data distribution is normal). 

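Over all kinase wells, 7728 kinase/gene pairs were tested, and 45 had a Z-score above 2.5. Of these, 42 pairs were those of the HK1 well, 1 for each gene. The remaining 3 pairs lay in other wells. At the threshold of 3.5 there were 43 pairs, 42 of them in the HK1 well, and the other was ADAM12 in the MAP3K7 well. Without the HK1 well, 30 of 7686 pairs (0.390%) had a Z-score above 2.5, against 47.7 that a normal distribution would give, and 57 pairs lay more than 2.5 SD below the mean. These 30 pairs involved 20 genes and 17 kinase wells, of which STK32C held 5 pairs and PIP5K2A, PDIK1L and MAST1 held 3 each. Among these 30 pairs, 22 had a raw count above the mean + 2 SD of the lane's negative controls and 8 did not. The median scaling factor of the 17 wells was 1.43, and that of the other kinase wells was 1.01. After ADAM12 in MAP3K7, the largest Z-scores without HK1 were 4.31 for PRAME in MAP3K14, 3.79 for XAGE1 in PIP5K2A, 3.42 for MAGEA3 in NUAK2, 3.38 for SPATA22 in STK32C, 3.37 for ASZ1 in PIP5K2A, 3.21 for C10ORF82 in PDIK1L, 3.10 for SPACA3 in STK32C, 2.93 for RNF17 in MAST1 and 2.90 for ALAS1 in MAP3K8. XAGE1 in PIP5K2A rested on 8 raw counts, in the kinase lane with the lowest total count. Since each of these 17 kinases had 1 lane, none of these pairs could be tested against replicate error. The number of pairs above 2.5 without HK1 moved most when Z-scores were centred on the 2 controls, to 700.

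**Figure D2:**
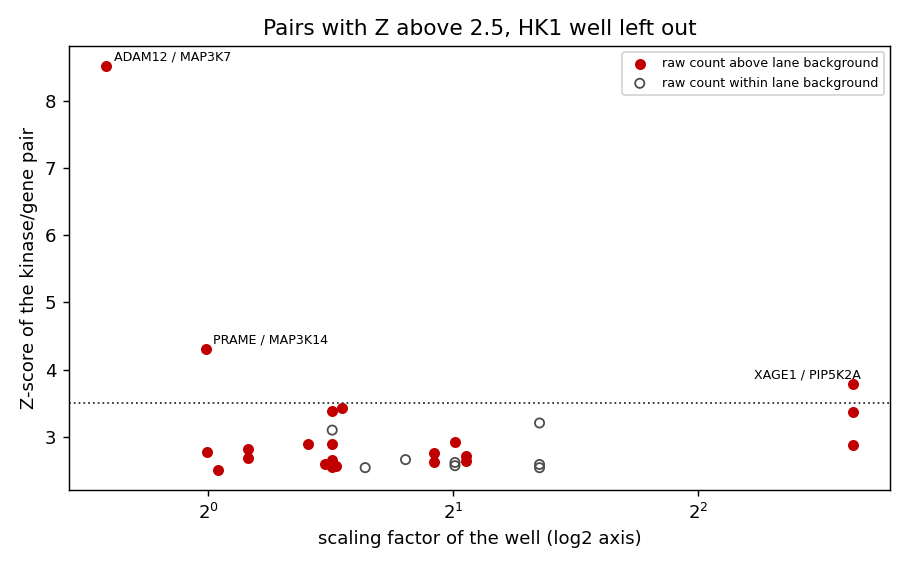
Z-score of each of the 30 kinase/gene pairs above 2.5 without the HK1 well, against the scaling factor of its well on a log2 axis. Filled points had a raw count above the lane's negative-control level (22 pairs), open points did not (8 pairs), and the dotted line marks a Z-score of 3.5.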

One notable outlier is the gene ADAM12, which was strongly induced by the kinase MAP3K7/TAK1 (*Z*-score = 8.47, *P*-value < 10^−5^).

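ADAM12 was counted 686 times in the MAP3K7 well (exact Poisson 95% interval of 636 to 739, counting error only), where the negative-control level was 25.7 counts and the total count 195732. Its Z-score in this well was 5.99 over all wells and 8.51 over the wells without HK1. With HK1 included, the SD of ADAM12 over wells was 0.57 on the log2 scale, and without it 0.40. The Z-score without HK1 was 8.47 when computed on the authors' deposited table. Over 15 alternatives it stayed above 3.5, between 5.25 with SW39 and the mixed RNA included and 11.8 with the median and the median absolute deviation when all wells were used, and between 6.67 and 11.9 under the same alternatives without HK1. The MAP3K7 well had no replicate. Without the second lanes of the 3 names with 2 lanes, an alternative chosen after the values had been seen, the Z-score was 5.98 over all wells and 8.50 without HK1. Among the 41 other tissue-restricted genes in the MAP3K7 well, Z-scores without HK1 ranged from -2.65 to 0.48. From its Z-score, the paper states that ADAM12 is an outlier, strongly induced by MAP3K7/TAK1.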

### Most tissue-restricted genes are not illegitimately induced after depletion of a single chromatin factor

The second genetic screen we carried out aimed at determining whether the depletion of chromatin regulators (by RNAi) could be sufficient to reactivate tissue-restricted genes in otherwise normal cells. A further goal of this screen was to determine whether the genes reactivated by signaling pathway alterations were also sensitive to the depletion of chromatin factors, which would open the possibility of mechanistic studies to link signaling and chromatin.

We used a custom siRNA library targeting 160 chromatin factors (such as methyl-CpG-binding proteins, DNA modifying enzymes, lysine acetyltransferases and deacetylases, methyltransferases and demethylases; full list in Supplementary Table S4). As above, IMR90 cells were grown in wells, each well transfected with an siRNA pool targeting one specific factor, total RNA was extracted and tested by Nanostring analysis (Figure 1D). To evaluate the efficiency of the RNAi approach, we included in our Nanostring measurements 8 genes that were targeted by one of the siRNA pools (DNMT1, PPM1D, TET2, TET3, UHRF1, ZBTB4, ZBTB33, ZBTB38, Supplementary Figure S1C). Upon transfection of the specific siRNA, we observed a moderate depletion (∼2-fold) for two of the controls (TET2 and TET3), and a greater than 5-fold mRNA depletion for the remaining six controls (DNMT1, PPM1D, UHRF1, ZBTB4, ZBTB33, ZBTB38).

Having validated the approach, we next analyzed the expression of the 42 tissue-restricted genes in the ∼160 samples (control and transfected cells). The normalized data, presented in Figure 1E, show that only 21 of the ∼6700 probe/siRNA pairs tested show a *Z*-score >2.5.

For 25 genes out of 42, no RNAi gave an induction of *Z* >2.5. Thirteen genes out of 42 had a single hit with *Z* >2.5. Finally, just four genes out 42 had two hits with *Z* >2.5: ASZ1, DDX53, FMR1NB and ADAM12. ADAM12 was induced by depletion of the deacetylase SIRT6 (*Z*-score = 3.12, *P*-value = 9 × 10^−4^), and also by depletion of the acetyltransferase KAT2A (*Z*-score = 2.53, *P*-value = 5.7 × 10^−3^). Neither SIRT6 nor KAT2A were able to activate any of the other tissue-restricted genes.

The results of this screen therefore show that most tissue-restricted genes are refractory to induction by depletion of a single chromatin factor. Again, one exception to this rule is the gene ADAM12, for which expression is induced in both screens. We focused the rest of the work on this gene, in order to validate our findings, study their physiological relevance in the context of cancer, and clarify the interplay of signaling factors and chromatin regulators in its transcriptional regulation.

### The kinase activity of TAK1 is necessary for the induction of ADAM12

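Across the wells without HK1, the normalized count of ADAM12 was 514 in the MAP3K7 (TAK1) well. In the 2 wells of IMR90 controls it was 35.8 and 38.8 (the latter from 2 lanes at 47.8 and 31.5), which puts MAP3K7 at 13.5-fold the geometric mean of the controls (log2 difference of 3.75). In the other kinase wells it ranged from 26.7 to 105.3, with a median of 45.8. The highest of these, PIP5K2A, was 4.84-fold below MAP3K7 and had a Z-score of 2.88, from 17 raw counts in the lane with the lowest total. GRK5 followed at 75.9 and PI4K2B at 74.96, with Z-scores of 1.72 and 1.67. The thresholds of mean + 2.5 SD and mean + 3.5 SD corresponded to 94.7 and 125.6 normalized counts. The controls lay below the mean of the wells, with Z-scores of -0.92 and -0.64.

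**Figure D3:**
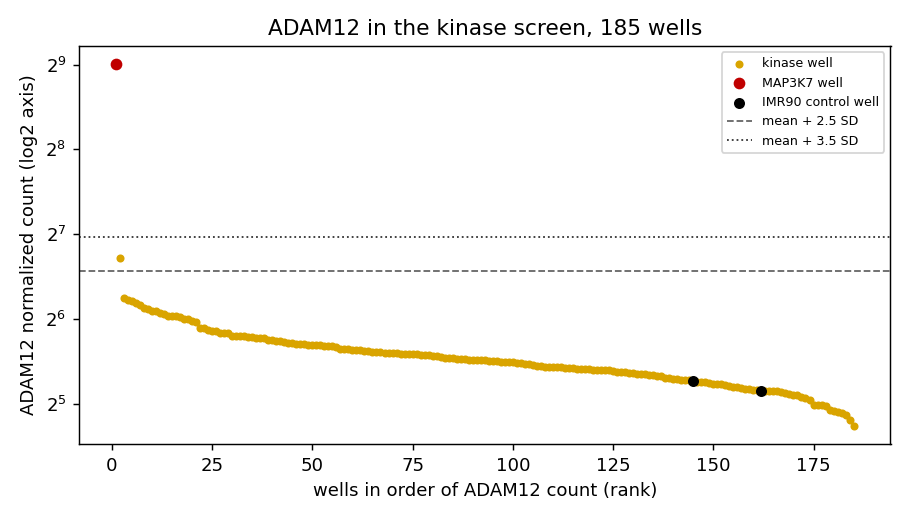
Normalized count of ADAM12, on a log2 axis, in each kinase well except HK1 and in the 2 IMR90 control wells, in order of the count. The dashed and dotted lines are the mean + 2.5 SD and the mean + 3.5 SD of the wells. MAP3K7, at 514, is the only point above the dotted line.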

As shown in Figure 2A, expression of ADAM12 was induced only by one kinase: TAK1. The ADAM12 mRNA induction was verified by RT-qPCR after an independent infection with the TAK1 expressing vector (Figure 2B); in contrast a point mutant of TAK1 devoid of kinase activity (TAK1 catalytic dead, or TAK1 CD), failed to induce ADAM12 expression. Wild-type TAK1, but not the CD mutant, also induced the ADAM12 protein, as shown by western blotting (Figure 2C). Similar results were also obtained in an other non-transformed human lung cell line, MRC5 (Supplementary Figure S2A).

**Figure 2.**
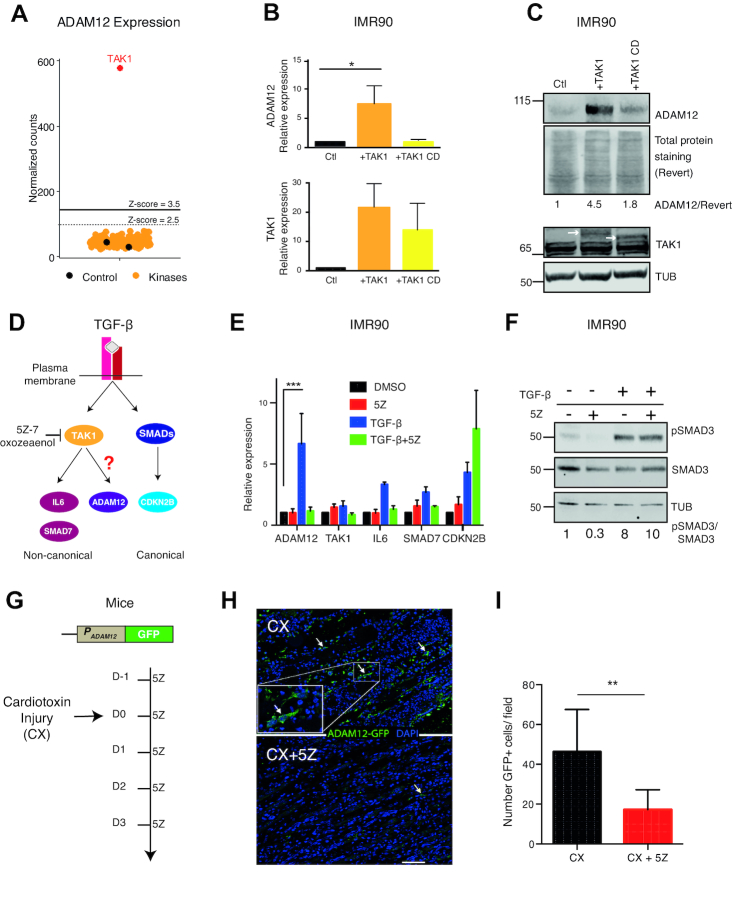
TAK1 mediates ADAM12 induction in vitro and *in vivo*. (**A**) Results of the signaling screen: only TAK1 expression resulted in the activation of ADAM12. Yellow and red dots represent ADAM12 normalized Nanostring counts in IMR90 infected with the kinase, each dot representing one kinase. Black dots represent ADAM12 expression level in control cells (infected with empty vector). (**B**) RT-qPCR validation of ADAM12 reactivation by TAK1 in IMR90 cells. ADAM12 was activated by the wild-type form of TAK1 but not by the catalytic dead form of TAK1 (TAK1 CD). (**C**) Western blot analysis of ADAM12 protein levels following the overexpression of wild-type and catalytic dead TAK1 (TAK1CD). Ctl: cells infected with the empty vector. The white arrows represent the exogenous TAK1; TAK1CD is lower because it does not self-phosphorylate. Tubulin (TUB) is the loading control. For ADAM12, concanavalin A enrichment was performed. (**D**) Schematic representation of canonical and non-canonical TGF-β pathways. TAK1 is a component of the non-canonical TGF-β pathway. (**E**) RT-qPCR on the indicated genes in the presence or absence of the TAK1 kinase inhibitor (5Z)-7-Oxozeaenol (5Z). IMR90 were pre-treated with 0.3μM 5Z or DMSO for two hours, followed by stimulation with 5 ng/ml of TGF-β for 6 h. ADAM12 induction by TGF-β is abolished by 5Z. (**F**) Control western blot showing the phosphorylation of SMAD3, indicating the activation of canonical TGF-β pathway even though TAK1 was inhibited by 5Z. (**G**) Testing the dependence of ADAM12 on TAK1 *in vivo*: reporter mice with the ADAM12 promoter (P_ADAM12_) driving GFP expression were subjected to an injury (cardiotoxin injection into the tibialis muscle). Some of the mice were treated by intraperitoneal injection of TAK1 inhibitor (5Z) at 5 mg/kg before and after injury, while the controls were injected only with solvent (DMSO). Three days after the injury, mice were sacrificed and muscle tissue was dissected. (**H**) Immunofluorescence on injured muscle shows that 5Z treatment reduces GFP induction. The arrows indicate GFP-positive cells. Scale bar: 150 μm. (**I**) Quantification of panel H (10 fields counted in each condition). All the experiments were performed at least three time except for ADAM12 western blot and mice experiments. The statistical analysis was performed with one way ANOVA followed by Dunnett's test, except for panel I where a Mann–Whitney test was performed. In all figures, we used the following conventions: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### TAK1 links TGF-β to ADAM12 induction

TAK1 is activated by TGF-β (20), and more specifically it acts in the non-canonical branch of the TGF-β pathway, stimulating the transcription of genes such as IL-6 (Figure 2D). This non-canonical branch is distinct from the canonical branch, which involves SMADs, and leads to activation of genes such as CDKN2B (Figure 2D). It has also been shown that ADAM12 can be induced by TGF-β (21–25). However, to the best of our knowledge, the kinase mediating this activation has not been reported. Our previous results suggested that TAK1 could be a candidate.

To test this hypothesis, we first used a well-characterized chemical inhibitor of TAK1, (5Z)-7-oxozeaenol (40), referred to as ‘5Z’ hereafter. We treated IMR90 cells with TGF-β, in combination with 5Z or just its solvent, DMSO. As expected, TGF-β treatment (5 ng/ml, 6 h), induced all the target genes we examined (ADAM12, IL-6, SMAD7, CDKN2B; Figure 2E). Combining 5Z with TGF-β blocked the induction of ADAM12 and IL-6, whereas it did not affect CDKN2B induction, which was in fact potentiated. We also verified that 5Z treatment did not interfere with SMAD3 phosphorylation, a readout of the canonical pathway activation (Figure 2F); furthermore similar results were obtained in MRC5 cells (Supplementary Figures S2B and C).

The data obtained in cell culture strongly suggested that TAK1 mediated the induction of ADAM12 by TGF-β. To assess whether this was also the case in an *in vivo* setting, we used transgenic reporter mice in which GFP is driven by the ADAM12 promoter (Figure 2G). In these animals, wounding the muscle with cardiotoxin leads to the formation of ADAM12-positive myofibroblasts, which are marked by GFP, and this process depends on TGF-β (32). Treating mice with 5Z before and after injury led to a significant decrease of GFP+ cells in the regenerating muscle (Figures 2H and I). Consistent with a decrease in the number of GFP+ cells, the ADAM12 protein was also decreased in muscle lysates, as measured by western blot, when TAK1 was inhibited (Supplementary Figures S2D and E).

Altogether these data show that TAK1 activation can induce ADAM12 expression in normal cells. In addition, TAK1 activity is necessary to induce ADAM12 expression *in vitro* and *in vivo*, in a mouse injury model.

### An RNAi screen identifies chromatin modifiers that regulate ADAM12 expression

The top two siRNA targets causing reactivation of ADAM12 were SIRT6 and KAT2A (formerly known as GCN5, Figure 3A). The results were validated with an additional siRNA not present in the initial pool (Figures 3B and C), and similar observations were made in MRC5 cells (Supplementary Figures S3A–C). Notably, combined knockdown of the two genes led to higher ADAM12 induction than either individual knockdown, suggesting they might act in different pathways (Figure 3B).

**Figure 3.**
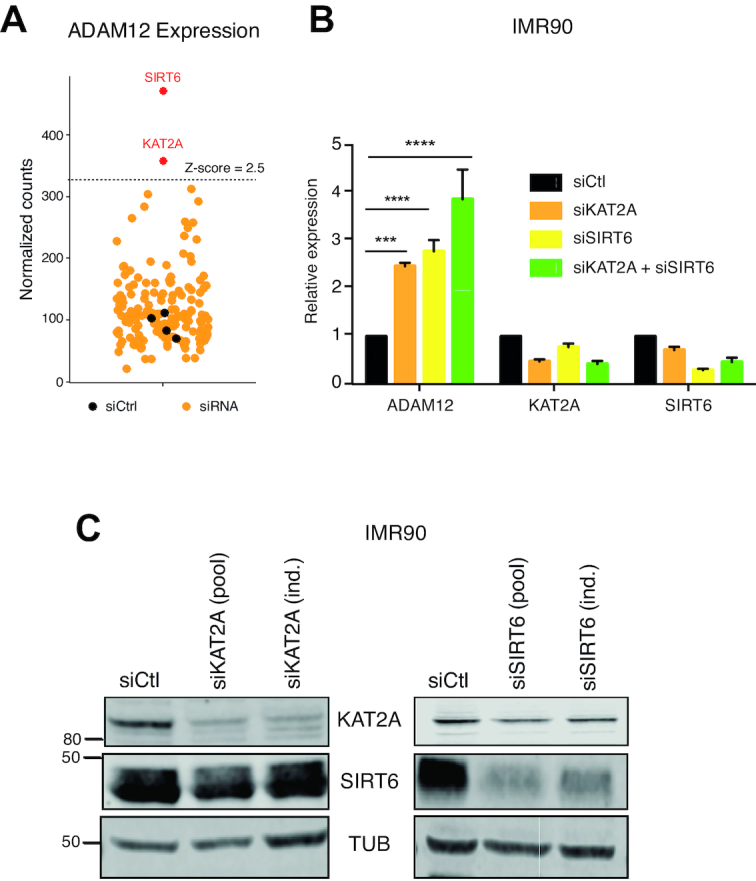
KAT2A and SIRT6 repress ADAM12 expression in normal cells. (**A**) Results of the chromatin screen: knockdown of KAT2A or SIRT6 causes the reactivation of ADAM12. Yellow dots represent ADAM12 normalized Nanostring counts in IMR90 transfected with targeting siRNAs; black dots for cells transfected with a non-targeting siRNA (siCtrl). (**B**) RT-qPCR representing relative expression of ADAM12, KAT2A and SIRT6 in IMR90 cells infected with siCtl (non-targeting siRNA), siKAT2A and/or siSIRT6. These siRNAs are independent from those used in the screen. Statistical analysis was performed with a one-way ANOVA followed by a Dunnett's test. (**C**) Western blot analysis showing efficient down regulation of KAT2A and SIRT6 after transfection of either the original pool of siRNA used in the screen (pool), or of individual siRNAs (ind.).

SIRT6 is a well-known transcriptional repressor that acts in part by deacetylating histones at H3K9 (41). In contrast, KAT2A generally mediates transcriptional activation, by acetylating lysines, including H3K9, as part of the SAGA complex (42). Therefore, it was unexpected that knocking down KAT2A, an activator, led to ADAM12 induction, and thus we chose to investigate further this surprising finding.

### KAT2A acts upstream of TAK1 and interacts with TAK1

KAT2A is known to act on certain non-histone proteins, such as the kinase PLK4 (43). Therefore we considered the hypothesis that KAT2A might act upstream of TAK1, and negatively control its activity, which could account for the induction of ADAM12 upon KAT2A knockdown.

To test this idea, we first performed TAK1 knockdown simultaneously with KAT2A knockdown. In that situation, depletion of KAT2A failed to induce ADAM12 (Figures 4A and B). In an independent approach, we also pre-treated cells with 5Z and then performed KAT2A knockdown; this also dampened ADAM12 induction (Supplementary Figures S4A and B).

**Figure 4.**
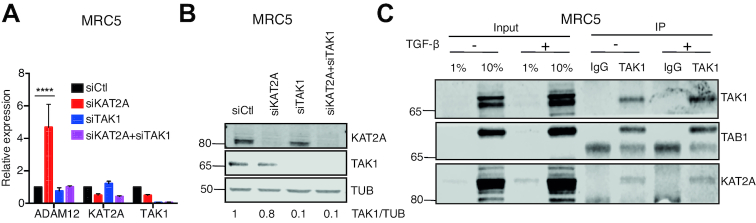
Epistasis and interaction between KAT2A and TAK1. (**A**) RT-qPCR on the indicated genes in MRC5 cells transfected with siCtl (non-targeting siRNA), siKAT2A and/or siTAK1. ADAM12 is induced by the knockdown of KAT2A but this is abolished by the simultaneous knockdown of TAK1. Statistical analysis was performed with a two-way ANOVA followed by a Dunnett's test. (**B**) Western blot showing expression level of TAK1 and KAT2A after siRNA transfection. (**C**) Co-immunoprecipitation of endogenous TAK1 from MRC5 cells with or without stimulation by 5 ng/ml TGF-β revealed interaction with KAT2A. TAB1, a known interactor of TAK1, served as a positive control.

The result of these two experiments shows that removal of KAT2A does not induce ADAM12 when TAK1 is absent or inactive. This result is compatible with the hypothesis that KAT2A functions upstream of TAK1 and negatively regulates its activity. As KAT2A can physically interact with certain non-histone proteins, we asked whether it might interact with TAK1. Immunoprecipitation of endogenous TAK1 was performed on MRC5 cells using the known cofactor TAB1 as a positive control (44). We also detected KAT2A in TAK1 immuno-precipitates (Figure 4C). The interaction pre-existed before TGF-β addition, and persisted after TGF-β addition (Figure 4C).

### TAK1 drives ADAM12 expression in a triple-negative breast cancer cell line

After establishing that TAK1 mediates ADAM12 induction by TGF-β in normal human cells, we asked whether it was also involved in the sustained expression of ADAM12 seen in tumor cells, and particularly in Triple-Negative Breast Cancer (TNBC) cells.

For this we used SUM159PT cells, which express ADAM12 (19). We first inhibited TAK1 chemically, using 5Z; this led to a decrease of ADAM12 mRNA and protein expression (Figures 5A and B), an effect also seen for another TNBC line, BT549 (Supplementary Figures S5A and B). We also knocked down TAK1 using two independent siRNAs in SUM159PT; this resulted in decreased ADAM12 expression as well (Figure 5C and D). Finally we found that, as in non-transformed cells, TAK1 interacts with KAT2A in SUM159PT cells (Supplementary Figure S5C).

**Figure 5.**
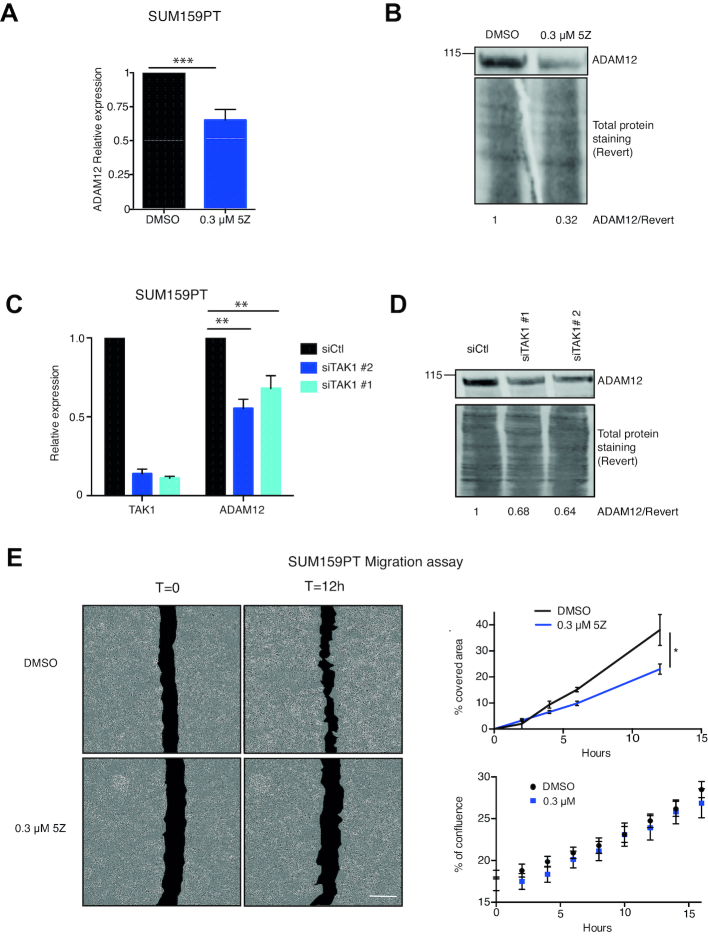
TAK1 is involved in ADAM12 expression in breast cancer cells. (**A**) SUM159PT breast cancer cells were treated with 0.3 μM or 1 μM 5Z for four days and the level of ADAM12 was assessed by RT-qPCR. Inhibition of TAK1 by 5Z reduced the level of ADAM12 transcripts. (**B**) Western blot analysis showing ADAM12 protein expression after 5Z treatment of SUM159PT cells. Concanavalin A enrichment was performed. **(C)** RT-qPCR showing the expression levels of TAK1 and ADAM12 in SUM159PT cells transfected with non-targeting control siRNA (siCtl) or siTAK1 for four days. Knockdown of TAK1 decreased the levels of ADAM12 transcripts. (**D**) Western blot showing ADAM12 expression after knockdown by siCtl or siTAK1 in SUM159PT cells. As in panel B. (**E**) Wound healing assay. SUM159PT cells were treated with 0.3 μM and 1 μM 5Z for 4 days, following treatment, a scratch was made in the dishes and it was imaged every 2 h using the Incucyte live cell system. The area of the wound at different time points was measured by ImageJ software, then a percentage of the area covered by time was determined and is plotted in the panel on the right. Inhibition by 5Z delays the wound healing process. The statistical analysis was performed employing a two way ANOVA test followed by a Dunnett's test. Bottom right panel: growth rate of the cells measured as their percentage of confluence after seeding in a non-scratched plate; 5Z does not affect the growth rate.

The next question we sought to address was whether this molecular pathway could be shown to have phenotypical consequences. One of the known effects of ADAM12 is to promote cellular migration (16–18), so we tested this phenotype. We measured cell migration quantitatively, and found that treating SUM159PT cells with 5Z decreased their migration in a ‘scratch assay’ (Figure 5E). In parallel experiments, we quantified the effect of 5Z on the growth rate of cells after seeding in a non-scratched plate (Figure 5E). The growth of solvent-treated and 5Z-treated cells was identical, ruling out decreased proliferation as the cause of decreased migration.

### KAT2A represses ADAM12 expression in a triple-negative breast cancer cell line

Next, we asked if our observation that KAT2A restricts ADAM12 expression, made in a non-transformed cell context, was also relevant in cancer. For this we used a different TNBC line, MDA-MB-231, in which the expression of ADAM12 is modest compared to SUM159PT (45). In this context as well, knockdown of KAT2A led to an increased level of ADAM12 mRNA (Figure 6A) and protein (Figure 6B). Importantly, this effect was not seen when TAK1 was simultaneously knocked down (Figures 6A–C). This establishes that the KAT2A/TAK1 regulatory axis is also functional in TNBC lines. Finally, we verified that the TAK1/KAT2A interaction was also detectable in MDA-MB-231 cells, both in the cytoplasmic and nuclear compartments (Supplementary Figure S6).

**Figure 6.**
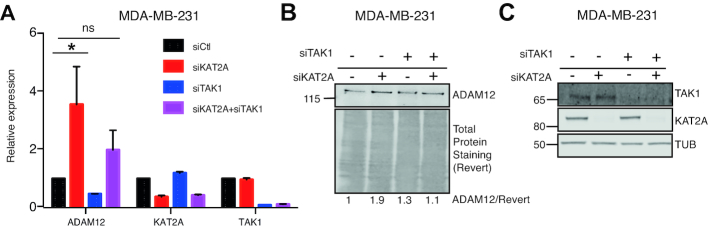
KAT2A negatively regulates ADAM12 expression in breast cancer cells. (**A**) RT-qPCR showing the relative expression level of ADAM12, TAK1 and KAT2A in MDA-MB-231 cells transfected with non-targeting control siRNA (siCtl), siKAT2A, siTAK1 and/or siKAT2A for four days as depicted. The statistical analysis was performed with a two-way ANOVA test followed by a Dunnett's test. (**B**) Western blot showing ADAM12 expression after siRNA transfection in MDA-MB-231. For ADAM12, concanavalin A enrichment was performed. (**C**) Validation of siRNA efficiency by western blotting.

### The analysis of human cancer expression data supports the regulation of ADAM12 by TAK1 and KAT2A in various tumor types

Lastly, we sought to determine whether our findings on normal or transformed cells represent a general mechanism. For this, we performed a bioinformatic analysis of TCGA data, starting with breast cancer.

We first verified the previously described observation that ADAM12 is upregulated in breast tumors (Figure 7A). We then stratified the breast tumor samples based on ADAM12 mRNA levels, and compared the high-ADAM12 group (highest decile for ADAM12 expression) to the low-ADAM12 group (lowest decile) and to normal tissue (Figure 7B). We found that low ADAM12 expression was associated with high KAT2A expression (Figure 7B). This association is compatible with the model we have put forward based on our mechanistic work with cell lines. Conversely, TAK1 was more expressed in high-ADAM12 tumors than in low-ADAM12 tumors (Figure 7B), again consistent with our in vitro work. When the breast tumors were stratified by subtype, the analysis revealed that not only triple-negative tumors contained high-ADAM12 and low-TAK1 samples, but the other groups did as well (Figure 7C).

**Figure 7.**
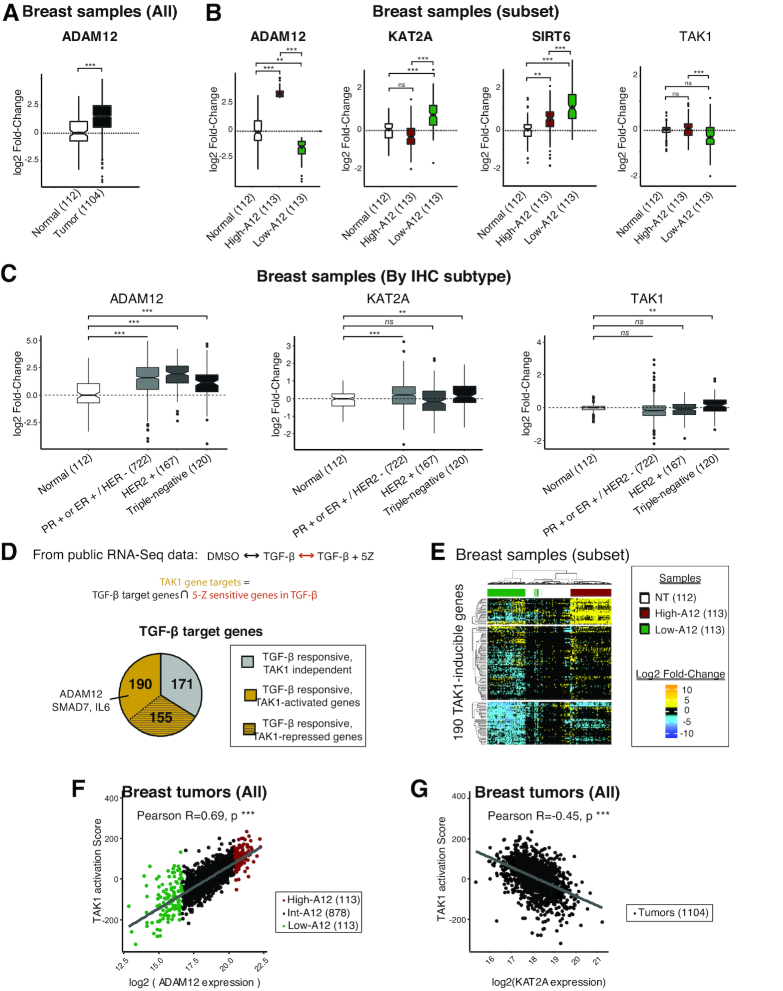
TCGA analysis revealed co-expression of ADAM12 with KAT2A, TAK1 and TAK1-inducible genes signature in breast tumors. (**A**) ADAM12 expression in breast tumors and normal breast tissue from the TCGA database. The boxplots contain 50% of the values, with a notch at the median value, and a diamond at the average value. The whiskers depict the first and last quartiles, and outliers appear as black dots. (**B**) ADAM12, KAT2A, and TAK1 expression in normal breast tissues and a subset of breast cancer samples from the TCGA database, selected based on their low (first decile, green) or high (ninth decile, red) ADAM12 expression. (**C**) ADAM12, KAT2A, and TAK1 expression in normal breast tissues and breast cancer samples from the TCGA database stratified by subtype. (**D**) Definition of the TAK1 signature, using transcriptomic data for primary cells treated with TGF-β with or without the TAK1 inhibitor 5Z. The TAK1 signature contains the genes that are upregulated by TGF-β addition, but not upregulated in the TGF-β+5Z condition. (**E**) Hierarchical clustering with euclidean distance metric and Ward's linkage method of highest and lowest ADAM12 expressing tumors samples, and normal breast tissue samples. The unsupervised clustering of breast tumors according to the TAK1 signature almost perfectly segregates tumors according to ADAM12 expression. (**F**) TAK1 activation score (calculated from the expression of genes in the TAK1 signature) correlates positively with ADAM12 expression in 1104 breast tumors. The high-ADAM12 samples are shown in red and low-ADAM12 in green. The statistical analysis was performed with a two-way ANOVA test, followed by a Tukey HSD test (*** denotes *P* < 0.001). (**G**) TAK1-activation score negatively correlates with KAT2A expression in 1104 breast tumors. Statistics as in panel E.

The mRNA level of TAK1 could be an imperfect proxy of its activity, thus to strengthen these data, we performed a more detailed analysis, which started by identifying a ‘TAK1 signature’ (Figure 7D). For this we used transcriptome data obtained in primary human cells, treated with TGF-β, 5Z or TGF-β+5Z (42). We identified 516 TGF-β responsive genes, which we divided into three classes. The first class contains 171 genes that are induced by TGF-β equally well in the presence or absence of 5Z and are therefore TAK1-independent. The second class contains 155 genes, including SMAD3, that are induced by TGF-β more strongly when 5Z is present; those may be repressed directly or indirectly by TAK1. The last class of genes are induced by TGF-β less strongly when 5Z is present, and are therefore potentially dependent on TAK1. For further analysis, we focused on this group of 190 genes (including ADAM12, SMAD7, and IL-6), referred to as a ‘TAK1 signature’ (Figure 7D and Supplementary Table S7).

To test its discriminative power relative to ADAM12 expression, we assembled a set of 338 TCGA breast samples (112 normal, 113 high-ADAM12, and 113 low-ADAM12), and performed unsupervised clustering based on the TAK1 signature. This resulted in near-perfect segregation of normal, ADAM12-low, and ADAM12-high breast tumors (Figure 7E). Therefore TAK1 activity is indeed strongly associated with ADAM12 expression in breast tumors.

This first analysis had been performed on a highly contrasted group of tumors (highest versus lowest ADAM12 expression), so we lastly asked whether it held true for the rest of the tumors as well. For this, we used as a metric the ‘TAK1 score’, which reflects the expression of the 190 genes in the TAK1 signature (see materials and methods).

Using all 1104 tumors in the dataset, we observed a clear correlation between the TAK1 activation score and the ADAM12 expression level (Pearson's *r* = 0.69; Figure 7F). Conversely, the TAK1 activation score is significantly anti-correlated with the KAT2A expression level (Pearson's *r* = –0.45; Figure 7G). A thousand random samplings failed to yield a set of 190 genes that displayed these correlations (Supplementary Figure S7A), supporting the validity of the TAK1 signature.

Finally, we sought to determine whether our findings may apply to cancer types other than breast malignancies. We repeated the same bioinformatic analyses on 1044 lung tumors (Supplementary Figures S7B–D), and on 505 colon adenocarcinomas (Supplementary Figures S7E–G). In both tumor types we found correlations between high ADAM12 expression and lower KAT2A levels (Supplementary Figures S7C and F). A high TAK1 signature very clearly separated high-ADAM12 from low-ADAM12 tumors both in lung (Supplementary Figure S7D) and colon (Supplementary Figure S7G), and the TAK1 activation score was positively correlated with ADAM12 expression, and negatively correlated with KAT2A expression, in both tumor types (Supplementary Figures S7H–I).

Altogether, these data agree with and extend our mechanistic data obtained in vitro, arguing that KAT2A negatively regulate ADAM12 expression in several prevalent human tumor types. We also conclude that TAK1 activity is a strong positive determinant of ADAM12 expression in lung, breast, and colon cancer.

## DISCUSSION

### Single hits affecting signaling pathways or chromatin regulation are generally not sufficient to activate tissue-restricted genes

We tested ∼200 activated kinases for their capacity to induce tissue-restricted gene expression in non-transformed cells. While TAK1 could robustly activate ADAM12 in normal lung cells, we found no other instance of a tissue-restricted gene being strongly reactivated by a single activated kinase. 

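Without the HK1 well, 2 pairs other than ADAM12 in the MAP3K7 well had a Z-score above 3.5. PRAME was counted 52 times in the MAP3K14 well, where the negative-control level was 20.8 counts (exact Poisson 95% interval of 38.8 to 68.2). Its normalized count there was 51.7, against a geometric mean of 7.41 over the wells, and the next wells for PRAME, HK3 and MAST1, had Z-scores of 2.64 and 2.57. Over 15 alternatives the Z-score of PRAME in MAP3K14 ranged from 1.52 to 5.85, and 2 of them brought it below 3.5. Its Z-score over all wells, HK1 included, was 3.07. The lane of PIP5K2A, in which XAGE1 passed, had a scaling factor of 6.20. XAGE1 had 8 raw counts there. Over 15 alternatives its Z-score ranged from -0.03, in the authors' deposited table, which does not scale this lane, to 4.91, and 5 of them brought it below 3.5. The other 4 of these gave 3.39 with positive controls only, 2.96 with the floor at the negative-control level, 2.81 with blocks of sample numbers centred and 2.51 with SW39 and the mixed RNA included. Each of these 2 pairs comes from 1 well without a replicate.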

The system we used has several possible limitations that need to be considered when interpreting this result. First, the kinases were genetically activated by the inclusion of a myristoylation signal, which causes recruitment of the kinases to the cell membrane. This could potentially lead to false negative results if a given kinase needs to be in a different cellular compartment, for instance the nucleus, to activate gene expression. 

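The row named MyrFlag did not separate kinase wells from IMR90 controls, so its order is not taken as a ranking of the tag. Its 5 lowest kinase wells were MAPK12, MAP3K14, FGFR1, PFKL and MAP3K7, with normalized counts of 438 to 490. Its highest was HK1 at 2136 from 1 raw count, followed by MAPK14, PI4K2B, CDK9 and DYRK2, with 855 to 889. In the row named ZBTB33, which separated kinase wells from all others, the lowest were TAOK3 at 150, TTK at 351, CDK7 at 450, RIOK3 at 541 and CHEK1 at 656. The highest in that row were AMHR2 at 114791, HK2 at 96754, PIK4CA at 95040, EPHA4 at 93875 and PFKM at 83170. The SD of this row over kinase wells was 1.59 on the log2 scale.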

Second, we have no formal proof that each single kinase was functional, but this collection has been validated in several previous publications (26,39,46–49), and we verified in our system that each kinase was expressed. We also verified the ability of the probes to detect an induction, even small.

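The counts of SW39 (2 samples) were compared with those of the IMR90 controls (2 samples, lanes of the same name summed) with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the 42 tissue-restricted genes. At an adjusted p of 0.05, 3 genes were higher in SW39 and 0 were lower. ATAD2 had a log2 fold change of 3.89 (standard error 0.19, adjusted p = 3.66e-39 from edgeR), ADAM12 of 1.49 (standard error 0.16, adjusted p = 1.64e-14) and DAZL of 1.64 (standard error 0.47, adjusted p = 0.0402). The second lane of 1 control may hold the other control's sample, so the 2 controls may not be independent and these p-values may be too small. With only the first lane of that control, edgeR gave adjusted p of 5.17e-05 for ATAD2 and 0.00933 for ADAM12. DAZL did not pass with DESeq2 (adjusted p of 0.136 with the housekeeping genes and 0.181 with its own size factors), with TMM factors (0.101) or with only the first lane of the control that has 2 lanes (0.391), and passed with limma (0.00662) and all 4 housekeeping genes (0.0130). With TMM factors, FMR1NB was lower in SW39 (log2 fold change of -1.22, adjusted p = 0.0116, against 0.0640 in the planned test and up to 0.861 in the alternatives). ATAD2 and ADAM12 were higher in both SW39 samples than in both controls, with normalized counts of 2693 and 3052 against 188.7 and 196.2, and of 93.7 and 120.9 against 35.8 and 38.8. DAZL had normalized counts of 8.75 and 8.75 in SW39 and of 2.98 and 2.25 in the controls, all near background. With either control left out, 0 genes passed in edgeR, and 4 and 6 genes had an unadjusted p under 0.05. With either SW39 sample left out, 2 genes passed at an adjusted p of 0.05, and 5 and 3 had an unadjusted p under 0.05. In a test on 20 simulated sets with a dispersion set to 0.02, 85.5% of the genes raised 4-fold were recovered and 1.72% of the calls were false. The rise was applied to whole control counts, which for 37 genes were within background. It therefore does not show the power to detect a rise of such genes.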

Similarly, we tested 160 siRNA pools directed against chromatin modulators for their capacity to induce expression of the tissue-restricted genes. Again, most genes were refractory to this treatment, with one of the rare exceptions being ADAM12.

The tissue-restricted genes are embedded in repressive chromatin in non-expressing cells (10). For the illegitimate expression to take place, this chromatin has to become permissive, and it is possible that cell division helps this process, as chromatin is remodeled along with DNA replication (50). In the course of our genetic screens (4 or 5 days, see Figure 1), the IMR90 cells divide ∼3 times, and we have found that these conditions are appropriate to identify a negative regulator of a non-tissue restricted gene (27). However, we cannot rule out the possibility that longer incubations with the activated kinases or the siRNAs would lead to increased chromatin remodeling and additional tissue-restricted genes being reactivated.

We can conclude, however, that ADAM12 is more readily reactivatable than the other genes tested. This property does not seem to apply to all placenta-specific genes as XAGE3, which was also present in our gene set, was never induced in our screens. Therefore, ADAM12 likely undergoes a specific regulation.

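In the kinase screen, XAGE3 had a median of 9 raw counts over the kinase lanes without HK1, where the median negative-control level was 20.6 counts, and its highest count was 20. It was above the negative-control level of its own lane in 3 of these lanes. Without HK1, 2 wells had a Z-score above 2.5 for XAGE3, and 0 wells had a Z-score above 3.5. The 2 wells were CSNK1E with 2.57 from 18 raw counts (level of 16.4) and PDIK1L with 2.54 from 10 raw counts (level of 13.2). Over all wells, HK1 included, both were below 2.5, at 1.64 and 1.62. On the authors' deposited table, without HK1, both were below 2.5, at 2.49 and 2.46. Over 15 alternatives the Z-score ranged from 0.57 to 3.73 for CSNK1E, with 6 below 2.5, and from 1.53 to 3.70 for PDIK1L, with 7 below 2.5. Both were above 3.5 in 1 alternative, when centred on the 2 controls. The probe counted XAGE3 in the mixed human RNA at 6.5-fold the IMR90 controls. Its raw counts in the control lanes were 7, 4 and 6, within background, so this is not an exact fold change.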

### ADAM12 is repressed by SIRT6: possible mechanisms

One of the negative regulators of ADAM12 expression identified in our siRNA screen is the histone deacetylase SIRT6. Interestingly, SIRT6 is often underexpressed in tumors, and its loss contributes to cellular transformation (51); a corresponding induction of ADAM12 could possibly contribute to this phenotype. Mechanistically, SIRT6, as several other sirtuins, has the capacity to repress gene promoters by causing histone deacetylation (41). Therefore a simple hypothesis is that SIRT6 acts directly on the ADAM12 promoter and keeps its expression low. ChIP-Seq has been performed on SIRT6 in mouse embryonic fibroblasts (52), and these data suggest that the ADAM12 promoter is directly bound by SIRT6, at least in this cell type. Other non-exclusive possibilities might also occur: SIRT6 could repress the expression of an ADAM12 activator. Finally, we note that SIRT6 has been shown to bind and activate KAT2A in certain contexts (53), therefore this might also contribute to ensuring the repression of ADAM12 by SIRT6.

### TAK1 links TGF-β to ADAM12 induction: pathways and consequences

The kinase MAP3K7/TAK1 was a strong outlier in our signaling screen, as it potently activates the expression of ADAM12 even in lung cells. There have been several indications that TGF-β can induce ADAM12 expression (21–25). Now we bring evidence that the non-canonical branch of TGF-β signaling is especially involved, via the involvement of TAK1. Several molecular pathways are activated downstream of TAK1 (54), one of which is NF-kB (55–57). As NF-kB has been shown to upregulate ADAM12 in response to TGF-β (24), it may constitute the next element in the signalling cascade linking TGF-β, TAK1 and ADAM12 induction.

ADAM12 has been shown to contribute positively to tumorigenesis (17,19,58), therefore its extinction is predicted to have beneficial effects. TAK1 inhibitors have been actively investigated in the context of immunity, fibrosis, and cancer (59–62). Our results suggest that these molecules could be particularly relevant in ADAM12-positive tumors. Based on our TCGA analysis, these represent a large number of potentially targetable cases.

### A repressive role for KAT2A

We report that depletion of KAT2A increases TAK1 expression in multiple cellular contexts. This result is counterintuitive given that KAT2A, a core component of the SAGA complex, is a global activator of PolII transcription (63). Our experiments with chemical inhibitors and RNAi show that KAT2A depletion has no effect on ADAM12 expression when TAK1 is absent or inactive. The simplest interpretation of these findings is that KAT2A inhibits the activity of TAK1, and an indication that this might occur is our finding that KAT2A and TAK1 co-immunoprecipitate. Future work will determine whether KAT2A affects TAK1 protein abundance, localization, or activity. Such a mechanism has recently been demonstrated for the Polo-Like Kinase PLK4, the activity of which is inhibited by KAT2A-mediated lysine acetylation (43).

### Illegitimate gene expression in cancer

Our work using normal cells show that most tissue-restricted genes are more resistant to activation signals than ADAM12. This may reflect the existence of several layers of epigenetic repression, for instance repressive histones coupled to DNA methylation, which would require more than one event to be relieved. Two predictions from this hypothesis are that ADAM12 should be reactivated in more tumors than the other tissue-restricted genes, and also that the expression of tissue-restricted genes may be a rather late event during oncogenesis, occurring only after several transforming events have accumulated. If this prediction is correct, then immunotherapy on illegitimately expressed genes would be of limited efficacy on tumors in their early stages.

## DATA AVAILABILITY

The Nanostring data have been deposited in GEO under reference GSE124101.

## Supplementary Material

Supplementary Data Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

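RNA from IMR90 cells infected with activated kinases was measured with Nanostring probes 4 days after infection, together with RNA from IMR90 controls, SW39 cells and a mixed human reference RNA. Samples were assigned to conditions from their titles and labels and from the paper. The labels call the IMR90 controls empty-vector wells, whereas the sentence on the tag speaks of non-infected cells, so they are called IMR90 controls here. The paper's collection numbers 192 kinases, and 184 were analysed here.

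The authors deposited raw counts per probe for each lane, as counted by the instrument and without normalization, and a table of the whole series whose signal is, in all lanes but 8, the count multiplied by one factor per lane, taken from PGK1, TBP and TUBB2A. In the 6 lanes of the mixed RNA and in the HK1 and PIP5K2A lanes it is the count itself. The text names these 3 genes in the methods and speaks of 4 housekeeping genes in the results, and B2M is the other one in the files. All columns of the table were assigned to a sample. The files name each probe with a RefSeq accession, of which 55 of 61 endogenous and housekeeping probes were found in a RefSeq table of GRCh38.p14, used for names only. Of the tissue-restricted probes, 40 of 42 were found, and C10ORF82 and C9orf11 now have the symbols SPMIP5 and EQTN. The names in the files were kept.

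From the counts, normalized counts were computed in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1), as described at the first result. A pseudocount of 1 was added before taking log2. The thresholds for Z-scores were 2.5 and 3.5, after the methods. Background was the mean + 2 SD of the 8 negative-control probes of a lane. SW39 was compared with the IMR90 controls in R 4.3.3 with edgeR 4.0.16 on counts of the endogenous probes, with an offset from the geometric mean of the 3 housekeeping genes, and with DESeq2 1.42.0 and limma 3.58.1 as alternatives. The standard error of a log2 fold change was derived from edgeR's F statistic. Kinase wells were compared with control wells by an exact permutation test that enumerated all choices of the control wells, two-sided. Kinases other than PIK3CG and PTK2 have 1 lane, and the second lanes of these 2 may hold other samples, so no test against replicate error was made for a single kinase.

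The mapping of samples, the tests and the alternatives were fixed before the data were examined. They covered normalization, background, pseudocount, the samples in the mean and SD, the treatment of lanes with the same name, blocks of 12 sample numbers, filters on low counts and each replicate left out in turn. Leaving out the HK1 well, leaving out PIP5K2A as well, leaving out the second lanes of names with 2 lanes, requiring a pair to be above background and reading the tag from another row were added after the data had been seen. Genes named were fixed by rule: ADAM12, XAGE3, the pairs with a Z-score above 3.5 (at most 10), the 10 pairs with the largest Z-scores above 2.5, genes under 2-fold in both positive controls, the 5 largest ratios in each, the 5 kinase wells with the lowest and the highest tag, the housekeeping genes and up to 5 genes with the smallest p between kinase wells and controls. Since the HK1 well alone filled the list of pairs, the rule was applied without it, and the wells next in order for a named gene were chosen after their values were seen.

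The total count of a lane sets the precision of weak genes, since most tissue-restricted probes had fewer counts than the negative-control level. Intervals on counts are exact Poisson intervals at the 95% level and cover counting error only. The computations were tested on simulated data. In simulated wells, 99% of 100 kinase/gene pairs raised 32-fold had a Z-score above 3.5, and 0% of the other pairs did. The rise was applied to the whole count, background included, and exceeds the 13.5-fold of ADAM12 in the MAP3K7 well. Smaller rises were not simulated, so this checks the computation and not the sensitivity of the screen.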

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

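The tests on the row named ZBTB33 and on a lane of the reference RNA with low values, and the comparison beyond depth in another of its lanes, were chosen after the values had been seen, as were the Z-scores without the HK1 well. The other tests named here were written down before their result was known.

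PRAME in the MAP3K14 well, a pair that the paper does not discuss, had a Z-score of 4.31 without the HK1 well. Background noise is argued against by the raw count of 52 in this well, whose 95% interval starts at 38.8, above the lane's negative-control level of 20.8. Carry-over of the mixed reference RNA, in which PRAME is abundant, would need 1.65% of that RNA and would bring MAGEA3 to 27.2 normalized counts. MAGEA3 was at 7.95 in this well, with an upper 95% limit of 15.7, which argues against it. The scaling factor of this well was 0.99, and PRAME stayed above 3.5 with positive controls only, at 5.42. A mislabelled well, RNA from another source and an effect of MAP3K14 stay open, since there is 1 well and no replicate.

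XAGE1 in the PIP5K2A well, another pair that the paper does not discuss, had a Z-score of 3.79 without the HK1 well. It rested on 8 raw counts in a lane with a total of 29629 and a scaling factor of 6.20. With positive controls only, the Z-score was 3.39, and it was below 3.5 in 5 of 15 alternatives. The low count, the scaling of this lane and an effect of PIP5K2A stay open, since there is 1 well and no replicate.

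The row named ZBTB33 had a median normalized count of 23049 in kinase wells, against 8.94 and 16.0 in IMR90 controls, and the row named ZBTB38 a median of 12575, against 1625 and 3608 in the controls. The paper does not report on these rows in the kinase screen. A candidate explanation is that the names of the rows from MyrFlag to ZBTB4 are displaced by 3 places in the files, so that these 2 rows would be the tag and the resistance gene of the retroviral vector. The rows rose and fell together over the kinase wells without HK1 (Pearson r of 0.992, Spearman rho of 0.982, permutation p = 1e-05 each, the smallest that 100000 permutations can give, adjusted p = 1.5e-05 over 3 relations), with r of 0.991 after leaving out the 2 farthest wells and between 0.982 and 0.998 within 8 blocks of consecutive sample numbers. The same displacement would make the row named MyrFlag a cell gene. It followed ATAD2 with r of 0.607 (rho of 0.568, permutation p = 1e-05 each, r of 0.565 without the 2 farthest wells, median of 0.754 within blocks), whereas the row named ZBTB33 followed ATAD2 with r of -0.166 (rho of -0.158, permutation p = 0.0240 and 0.0332, r of -0.165 without the 2 farthest wells, median of -0.009 within blocks). Within blocks, r with ATAD2 ranged from 0.344 to 0.835 for the row named MyrFlag. For the row named ZBTB33 it ranged from -0.600 to 0.578, so these ranges overlap. Under the displacement, the ZBTB38 row would be present in empty-vector controls and absent from the reference RNA, where it was between 4.29 and 8.32. It was also counted in SW39, at 5173 and 6704. An induction of the genes ZBTB33 and ZBTB38 by nearly every kinase was not tested separately. The paper reports that siRNA depleted ZBTB33 mRNA in IMR90 cells, so this gene was counted there. In the IMR90 controls here the row of that name was within background, at 8.94 and 16.0. This argues against that row being the gene ZBTB33, and so against its induction as the explanation.

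Among 13 measures compared over the 6 lanes of the reference RNA, 4 had a lane far from the others by Dixon's criterion, which chance gives in about 1 of 20 groups. In 1 of these lanes the mean of the negative controls was 33.4, against 11.8 to 14.6 in the others, and the row named ZBTB33 had a normalized count of 32.4, against 9.73 to 13.5. The 20 tissue-restricted probes with the lowest counts rose by a median of 26 counts in this lane, and the negative controls by 19.8. The lane was also deeper, at 1.51 times the median of the others in positive controls and 1.68 times in housekeeping genes. Beyond depth by the housekeeping genes, the probes rose by a median of 12.7 counts, with 17 of 20 higher, and the negative controls by 10.5. A raised background of the lane may account for the part of the rise that depth leaves. In another of these lanes the row named MyrFlag was 1221, against 1485 to 1566 in the others, and MAGEA12 was 183.1, against 241 to 263. This lane was the lowest of the 6 in 5 of the 8 tissue-restricted genes other than MAGEA12 with over 100 normalized counts, against 1.33 by chance, which is consistent with its scaling factor being low. All 6 lanes hold 1 RNA, so no biological explanation was tested.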

How the results depend on the processing

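Leaving out the HK1 well, leaving out PIP5K2A as well, leaving out the second lanes of names with 2 lanes, requiring a pair to be above background and reading the tag from the row named ZBTB33 were chosen after the values had been seen, and so were all values without HK1. The other alternatives were planned. Counts written with an exponent are rounded to 2 significant digits. The cause of a change was not tested unless one is named.

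ADAM12 in the MAP3K7 well stayed above a Z-score of 3.5 under 15 alternatives, with all wells and without HK1, and was at 5.98 and 8.50 without the second lanes of names with 2 lanes. Without these lanes, 31 pairs were above 2.5 when HK1 was left out, among them the 30 found with them. The number of pairs above 2.5 did not. With all wells it was 45, and it was 22 with positive controls only, 16 in the authors' deposited table, 90 with the median and the median absolute deviation, 1.9e+02 when centred on the 2 controls and 5 after the filter on low counts, which leaves fewer genes. The number above 3.5 was 43, and it was 2 with positive controls only, 2 in the table and 5 after the filter. It was 3 without the HK1 well and 2 without the HK1 and PIP5K2A wells.

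Without HK1, 30 pairs were above 2.5. There were 149 with the negative-control mean subtracted, 326 with the floor at the negative-control level, 100 with a pseudocount of 10, 16 with SW39 and the mixed RNA included, 50 with the median absolute deviation, 700 when centred on the controls, 48 with blocks of sample numbers centred and 6 after the filter on low counts. In the same order, the number above 3.5, which was 3, became 37 with subtraction, 9 with a pseudocount of 10, 1 with SW39 and the mixed RNA, 5 with the median absolute deviation, 1.0e+02 when centred on the controls and 1 after the filter. XAGE1 and ASZ1 in the PIP5K2A well changed sign in the authors' table, to -0.0269 and -1.60. The table does not scale this lane.

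All 42 distributions departed from normal with all wells, 23 in the authors' table, 17 with positive controls only and 6 without the HK1 well. The tag in the row named MyrFlag was above every control, SW39 and mixed RNA library in 0 kinase wells, and in 1 with all 4 housekeeping genes. The planned comparison of raw counts with the negative-control level asks a different question, and 1.8e+02 kinase wells, all but 1, passed it. Read from the row named ZBTB33, the tag passed in all kinase wells (1.8e+02).

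Of the 42 probes, 33 were at 2-fold or more in SW39 or the mixed RNA. There were 40 with positive controls only, 36 in the authors' table, where the mixed RNA is not scaled, 29 with the negative-control mean subtracted, 30 without the second lanes and between 28 and 33 with 1 replicate left out. There were 10 with the floor at the negative-control level, 18 with a pseudocount of 10, 18 against all IMR90 wells and 18 at 4-fold. Kinase wells differed from controls in 0 genes with all wells, in 3 with positive controls only, in 2 without the HK1 well and in 0 without the HK1 well and the second lanes. The 3 genes above background in the controls stayed within 3 to 4 under the alternatives.

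Between SW39 and the controls, 3 genes passed with edgeR, 2 with either DESeq2 fit, 3 with limma, 3 with TMM factors (2 higher and 1 lower) and 2 with only the first lane of the control that has 2 lanes. DAZL was the gene lost with DESeq2 and with the first lane only. Leaving out each sample in turn gave between 0 and 2 genes, 0 without either control, where the lone control is assumed to vary like SW39. With the replicate number as a replicate block, 4 genes passed, 3 higher and 1 lower (FMR1NB), but nothing in the labels says that equal numbers are pairs. In every control lane 37 of 42 genes were within background, so their fold changes rest on few counts. Whether they are not expressed or would be counted at greater depth was not tested.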

Differences from the paper's values

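Leaving out the HK1 well was chosen after the values had been seen.

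The paper gives 1 kinase/gene pair above the Z-score of 3.5, and 43 were found with all wells, 42 of them in the HK1 well. None of the alternatives set before the data were examined brought the number within 1.5 times the paper's value: positive controls only and the authors' deposited table came nearest, with 2 pairs each. Without HK1 the number was 3. It was 1, the paper's value, without HK1 when SW39 and the mixed RNA were included in the mean and SD, and without HK1 after the filter on low counts, both chosen after seeing the values. In both, the pair was ADAM12 in the MAP3K7 well, so neither drops it. Neither setting is a fair test of the other pairs. The filter removes PRAME and XAGE1, and the mixed RNA, high in both, raises their mean and SD. PRAME in MAP3K14 fell to 1.52 with SW39 and the mixed RNA included. In the authors' deposited table that pair was above 3.5, at 4.12 with all wells and 4.21 without HK1.

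The Z-score of ADAM12 in the MAP3K7 well was 5.99 with all wells, against the paper's 8.47, within 1.5 times of it. The authors' deposited table without the HK1 well, a setting chosen after seeing the values, gave 8.47.

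The paper states that kinase wells express the tag and that non-infected cells do not. In the row named MyrFlag, the median over kinase wells was 649 normalized counts, and the controls had 679 and 683. The row named ZBTB33, chosen after seeing the values, was above every control, SW39 and mixed RNA library in all kinase wells. If the row names are displaced, that row would be the tag, and this difference from the paper would fall away.

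The paper names ADAM12 in MAP3K7 as the pair past the higher threshold. Without HK1, PRAME in MAP3K14 was also past it, at 4.31, and so was XAGE1 in PIP5K2A, at 3.79. The paper found 38 probes at 2-fold or more in the positive controls, and 33 were found here, with 40 for positive controls only, 36 in the authors' table, where the mixed RNA is not scaled, and 10 to 33 under the other alternatives. The paper states that XAGE3 was never induced in the screens. Without HK1, 2 wells, CSNK1E and PDIK1L, had a Z-score above 2.5 for XAGE3, at 2.57 and 2.54, and 0 were above 3.5. They rested on 18 and 10 raw counts, against negative-control levels of 16.4 and 13.2. When centred on the 2 controls, these wells were above 3.5, at 3.73 and 3.70. In the authors' deposited table without HK1, both were below 2.5, at 2.49 and 2.46. Over all wells, HK1 included, both were below 2.5, at 1.64 and 1.62.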

Other observations

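The tests on the HK1 well, on wells with little RNA and on the second lanes of names with 2 lanes were chosen after their result had been seen, as were the comparisons without HK1. The other tests were written down before.

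In the HK1 well, Z-scores were high in all 42 genes. The lane had 0 tissue-restricted genes with a raw count above its negative-control level of 10.4, and its highest count among them was 7, while its positive controls were counted. Scaling of a lane with almost no RNA counts may therefore account for all of its high Z-scores. Whether hexokinase 1 has an effect cannot be read from this lane.

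Of the 30 pairs above 2.5 without HK1, 26 lay in wells with a scaling factor above the median of 1.03, and 28 lay in the last 3 of 8 blocks of consecutive sample numbers. With positive controls only, 11 of the 30 stayed above 2.5, and in the authors' table, which does not scale the PIP5K2A lane, 18 did. Raw counts were above the lane's negative-control level for 22 of the 30. For the 26 pairs, low RNA input and an effect of the kinases cannot be told apart, since each of these kinases has 1 well. The other 4 pairs lay in wells with a factor not above the median. Low RNA input is argued against for 2 of them, ADAM12 in MAP3K7 and PRAME in MAP3K14, by factors of 0.75 and 0.99, raw counts of 686 and 52, above the lane's negative-control level, and Z-scores of 7.99 and 5.42 with positive controls only.

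In 11 lanes with neighbouring sample numbers, 25 to 35, the mean of the negative controls had a median of 25.1 counts, against 8.63 in the other IMR90 lanes. A raised background of the lane would lift weak probes as much, by 16.5 counts. The tissue-restricted probes near background rose by a median of 2 counts, which argues against it for these probes. These lanes held 0 pairs above 2.5. No biological explanation was tested.

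ADAM12 was lower in the second lane of each of the 3 names with 2 lanes, by sample number, with log2 differences of -0.59, -0.89 and -0.72. Scaling by the housekeeping genes is argued against by the smallest fall without it, -0.44. The second lanes carry the sample numbers 1, 3 and 4, as do lanes of the other IMR90 control, PLK1 and AKT1, so sample numbers and names may have been mixed up. Over the 17 probes with a median above 100 counts, for 3 of 3 second lanes the nearest of all lanes of IMR90 cells was the one with the same number, and the lane with the same name was farther away each time. The choice of probes matters: the lane with the same number was the nearest for 1 of 3 without the rows named ZBTB33 and ZBTB38, though nearer than the namesake for 3, and over all 61 probes it was the nearest for 2 and nearer than the namesake for 2. Over the 42 tissue-restricted genes, mostly near background, these numbers were 1 and 2. ADAM12 had 31.5, 34.1 and 27.6 normalized counts in the second lanes, 35.8, 35.3 and 35.7 in the lanes with the same number and 47.8, 64.2 and 46.0 in the lanes with the same name. A mix-up of sample numbers and names may account for the fall. No biological explanation was tested.

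The tissue-restricted genes differed between kinase wells and controls in 0 of 42 genes with all wells, by a two-sided exact permutation test with Benjamini-Hochberg adjustment. Without HK1, 2 genes passed: ROPN1 with a log2 difference of 1.62 (exact p = 0.00194, adjusted p = 0.0481) and ADCY10 with 1.29 (exact p = 0.00229, adjusted p = 0.0481), and 9 genes had an unadjusted p under 0.05. When the second lanes of names with 2 lanes were left out as well, 0 genes passed, with log2 differences of 1.22 for ROPN1 and 0.71 for ADCY10 (adjusted p = 0.281 each). In all, 38 genes were higher in kinase wells, with a median log2 difference of 0.50. Against the 19 kinase wells numbered 1 to 24, where the controls lie, the median difference was 0.21, and the negative-control probes scaled in the same way had a median difference of 0.10. For ROPN1 and ADCY10, picked for their difference, it was 1.24 and 1.26 against these wells, and the negative-control probes differed by -0.26 to 0.70. For all of these genes, position in the sample series, a higher background and an effect of kinases cannot be told apart, since the 2 controls lie in 1 part of the series and near background.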
